# A microRNA signature of toxic extrasynaptic *N*-methyl-D-aspartate (NMDA) receptor signaling

**DOI:** 10.1186/s13041-020-0546-0

**Published:** 2020-01-10

**Authors:** Carlos Bas-Orth, Mirja Koch, David Lau, Bettina Buchthal, Hilmar Bading

**Keywords:** MicroRNA, NMDA receptor, Neurotransmitter receptors, Cell death, Neurodegeneration, Kainate, Seizures, Biomarkers

## Abstract

The cellular consequences of N-Methyl-D-Aspartate receptor (NMDAR) stimulation depend on the receptors’ subcellular localization. Synaptic NMDARs promote plasticity and survival whereas extrasynaptic NMDARs mediate excitotoxicity and contribute to cell death in neurodegenerative diseases. The mechanisms that couple activation of extrasynaptic NMDARs to cell death remain incompletely understood. We here show that activation of extrasynaptic NMDARs by bath application of NMDA or L-glutamate leads to the upregulation of a group of 19 microRNAs in cultured mouse hippocampal neurons. In contrast, none of these microRNAs is induced upon stimulation of synaptic activity. Increased microRNA expression depends on the pri-miRNA processing enzyme Drosha, but not on de novo gene transcription. These findings suggest that toxic NMDAR signaling involves changes in the expression levels of particular microRNAs.

## Introduction

MicroRNAs (miRNAs) are a class of small non-coding RNAs that act as post-transcriptional regulators of gene expression. They repress the expression of their target genes by inhibiting mRNA translation and/or by mediating mRNA degradation [1, 2]. miRNAs predominantly function in a dose-dependent manner to precisely adjust the expression levels of their target genes [2, 3]. Accordingly, miRNA expression itself needs to be tightly controlled and maintained at levels that meet cellular needs. In neurons, miRNA levels are subject to regulation by external cues. For example, sensory experience, synaptic activity, and glutamatergic signaling have been reported to induce specific miRNAs [4–12] which enable structural and functional plasticity by fine tuning the levels of plasticity-related genes [4, 13–15]. However, miRNAs are also upregulated under pathological conditions like ischemia, spinal cord injury, neurodegenerative diseases, and neuropsychiatric disorders [16–23]. Under these conditions miRNAs promote neuronal dysfunction and cell death. It remains unclear what distinguishes plasticity-associated from pathological miRNA regulation at the molecular level; however, both physiological and disease-associated miRNA regulation are thought to involve glutamatergic signaling. A key determinant that defines physiological vs. pathological outcomes of glutamatergic signaling is the activation of synaptic vs. extrasynaptic NMDA-receptors (NMDARs), respectively [24–26]. Synaptic NMDARs promote synaptic plasticity, learning, and neuronal survival while extrasynaptic NMDARs link to cell death pathways and disease [24, 27–29]. Here we investigated the possibility that differential regulation of miRNAs by toxic versus survival promoting NMDARs could potentially explain the differences in physiological vs. pathological miRNA expression. Using microArray and quantitative real-time PCR (qRT-PCR) analyses we identified a set of miRNAs that are specifically induced by toxic NMDAR signaling.

## Materials and methods

### Animals and ethics statement

C57BL/6NCrl mice (Charles River) and Crl:SD Sprague-Dawley rats (Charles River), were used in this study. Animals were maintained in pathogen-free and light- (12 h light/ 12 h dark) and temperature-controlled (22 °C ± 2 °C) conditions and had ad libitum access to water and food. Animals were group-housed in conventional cages and were provided with environmental enrichment. All procedures were done in accordance with German guidelines for the care and use of laboratory animals and with the European Community Council Directive 2010/63/EU. Experiments were approved by local authorities.

### Cell culture

Hippocampal neurons from newborn C57BL/6 mice were prepared and maintained as described previously [30]. In brief, neurons were grown in Neurobasal-A medium (Life Technologies) supplemented with B27 (Life Technologies), 0.5 mM glutamine, and 1% rat serum. On day in vitro (DIV) 8 growth medium was exchanged with transfection medium [31] consisting of a mixture of buffered salt-glucose-glycine (SGG) solution [10 mM Hepes (pH 7.4), 114 mM NaCI, 26.1 mM NaHCO3, 5.3 mM KCI, 1 mM MgCI2, 2 mM CaCI2, 30 mM glucose, 1 mM glycine, 0.5 mM sodium pyruvate, and 0.001% phenol red] and phosphate free Eagle’s minimum essential medium (MEM) (9:1 vol:vol), supplemented with insulin (7.5 μg/ml), transferrin (7.5 μg/mI), sodium selenite (7.5 ng/ml) (ITS supplement, Sigma-Aldrich). Experiments were performed after a culturing period of 10–12 DIV during which hippocampal neurons express functional glutamate receptors and develop an extensive network of synaptic contacts.

### Drug treatment

The following drugs were used in this study: N-Methyl-D-aspartic acid (NMDA, Sigma-Aldrich, 20-30 μM), bicuculline (Axxora, 50 μM), 4-aminopyridine (4-AP, Sigma-Aldrich, 2 mM), recombinant human BDNF (Peprotech, 100 ng/ml), glutamate (Sigma-Aldrich, 30 μM), MK-801 (Tocris, 10 μM), actinomycin D (Applichem, 10 μg/ml), α-Amanitin (Merck, 10 μg/ml). NMDA was added to cells at a final concentration of 20-30 μM. Cells were then placed in the incubator for 10 min, washed three times with fresh medium and returned to the incubator for the indicated times. Inhibitors were added 15–30 min before NMDA treatment and were included in all subsequent wash steps. KCl stimulation was performed by adding 0.41 volumes of depolarization solution containing 170 mM KCl, 2 mM CaCl2, 1 mM MgCl2, 10 mM HEPES.

### Induction of acute excitotoxic seizures

Six weeks old Sprague Dawley rats were administered with kainic acid (KA, Biotrend, 10 mg/kg i.p., dissolved in 0.9% saline, *n* = 14) or vehicle (phosphate-buffered saline, PBS, n = 14), to induce epileptic seizures. A trained observer monitored the severity of epileptic seizures for 4 h to categorize according to following criteria: level 1, immobility; level 2, forelimb and tail extension, rigid posture; level 3, repetitive movements, head bobbing; level 4, rearing and falling; level 5, continuous rearing and falling; level 6, severe tonic-clonic seizure; level 7, death [32]. Only animals that exhibited level 4 to 6 of epileptic seizure behavior were included in the analysis. 4 h after administration of KA or vehicle animals were killed by cervical dislocation. Brains were removed quickly and hippocampi were dissected in ice-cold dissection medium [30] containing 1 mM kynurenic acid (Sigma) and 10 mM MgCl_2_. Individual hippocampi were homogenized in 700 μl of Qiazol reagent (Qiagen) and total RNA was isolated as described below.

### RNA isolation

Total RNA was isolated using the miRNeasy kit (Qiagen) according to the manufacturer’s instructions.

### MicroRNA microarrays

For each condition (control, NMDA-treated, bicuculline-treated) three replicate samples from independent cell preparations were analyzed using mouse microRNA Microarrays (Agilent Technologies, Release 12.0) that profile 627 mouse miRNAs. Microarray analysis was performed at the genomics core facility of the German Cancer Research Center (DKFZ, Heidelberg, Germany). *P*-values were determined by student’s *t* test and Benjamini-Hochberg correction. 

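The methods' t-test can be followed from the values that the authors deposited with the arrays, 1 log2 value for each of the 650 miRNAs on each array. With these values the two-sided test with equal variances, adjusted by Benjamini-Hochberg over all 650 miRNAs, gave the adjusted p-values listed in Table S1 for all 649 miRNAs of the copy used here, with differences of at most 4.999e-07 for NMDA and 4.589e-07 for bicuculline. The difference of the group means, taken as a power of 2, gave the listed fold changes with differences of at most 4.980e-06. In this test 89 miRNAs had an unadjusted p under 0.05 for NMDA and 18 for bicuculline. After adjustment 1 miRNA passed 0.05 for NMDA, miR-124*, which was lower, and 0 passed for bicuculline, where the smallest adjusted p was 0.719.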

To identify microRNAs that are increased by NMDA or bicuculline we chose a 20% change in expression as lower cut-off. This threshold was chosen because, first, previously reported stimulus-induced changes in neuronal miRNA expression are mostly rather low and, second, fold-changes are usually compressed in microArray analyses as compared to qRT-PCR.

### Quantitative real-time PCR

For analysis of miRNA expression, 10 ng of total RNA were reverse transcribed in a total volume of 15 μl using the High Capacity cDNA Reverse Transcription kit and miRNA-specific RT primers (Applied Biosystems). PCR reactions were performed using the TaqMan MicroRNA Assay kit (Applied Biosystems). Each PCR reaction contained 1.33 μl of the RT reaction product, 10 μl of TaqMan 2x Universal PCR Master Mix, and 1 μl of 20x TaqMan MicroRNA Assay reagent in a total volume of 20 μl. Expression of miRNAs was normalized to endogenous snoRNA 202 (assay ID 001232) and/or rat snoRNA (assay ID 001718) expression for each sample using the ∆∆Ct method.

### Molecular biology and preparation of recombinant adeno-associated viruses (rAAV)

For the expression of shRNA, a rAAV vector was used that contains the U6 promoter for shRNA expression and a CaMKII promoter driving mCherry expression [33]. The following shRNA sequences were used (5′-3′): *drosha*: CAACAGTCATAGAATATGA [34], non-targeting control-shRNA: GTGCCAAGACGGGTAGTCA [35]. All rAAV vectors were generated by standard molecular biology techniques and verified by sequencing. Viral particles were produced and purified as described previously [36]. Neurons were infected with 2-5 × 10^9^ particles/ml on DIV 4–6, yielding a typical infection rate of 80–90% [33, 35, 36].

### Antibodies

Rabbit monoclonal anti-Drosha (1:1000; Cell Signaling #3364), mouse monoclonal anti-Tubulin (1:400,000; Sigma #T9026).

### Cell death assay

20 h after KCl treatment, cells were fixed with pre-warmed 4% paraformaldehyde for 15 min, washed with PBS and counterstained with Hoechst 33258 (1 μg/ml) for 10 min. Cells were mounted in mowiol and examined by fluorescence microscopy. Dead neurons were identified by amorphous or shrunken nuclei visualized with Hoechst as described previously [24, 37].

## Results

### Toxic NMDA receptor signaling regulates a select group of miRNAs

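The miRNA profiles come from 9 one-colour Agilent arrays, with 3 arrays each for untreated control neurons, NMDA-treated neurons and bicuculline-treated neurons. On such an array labelled small RNA is hybridized to spots of short probes, and the brightness of a spot reports the amount of the matching miRNA. The sample labels describe hippocampal neurons taken from mice at postnatal day 1 and cultured for 10 days. For NMDA, the labels and the legend of Table 1 give a concentration of 20 μM and the results text gives 30 μM together with 900 μM glycine. The methods describe an exposure of 10 min followed by washing, whereas the labels give a treatment of 4 h. Bicuculline was used at 50 μM, and RNA was taken at 4 h. Each array carried 13715 spots, of which 13000 were not controls and formed 1857 probes for 650 miRNAs, 611 of mouse and 39 of mouse herpesviruses. The authors deposited the scanner output of each array and a table of their own log2 values. From the scanner output, the background-subtracted signal was averaged over the spots of a probe without flagged outliers and divided by the array's 75th percentile over the 265 probes that were well above background on all 9 arrays. Signals below 7.94% of this scale, the median over the 9 arrays of the lowest signal well above background, were set to that floor before taking log2, so that changes of dim miRNAs are understated. Each miRNA was read from its brightest probe. Between 161 and 194 miRNAs were well above background on the control arrays, between 181 and 210 on the NMDA arrays and between 166 and 194 on the bicuculline arrays. No spot was saturated. Differences were tested with limma on the miRNAs well above background on all 3 arrays of at least 1 of the groups compared, and the number of arrays limits the precision. The arrays lay on 2 slides, scanned separately, and every group had arrays on both. Replicates 1 and 2 of control and NMDA lay on slide 1 and replicate 3 on slide 2. Bicuculline replicate 1 lay on slide 1 and replicates 2 and 3 on slide 2, so comparisons with bicuculline are partly mixed with the slide. Pearson correlations between replicate arrays lay between 0.986 and 0.995 across the 155 miRNAs measured on all arrays, which are not independent replicates.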

To identify miRNAs that are regulated by the survival promoting versus death inducing activities of NMDARs we compared the miRNA expression profiles of primary mouse hippocampal neurons that had been treated with either bicuculline (50 μM) or NMDA (30 μM) in the presence of the NMDAR co-agonist glycine (900 μM). Application of the GABA-A receptor antagonist, bicuculline, reduces tonic GABAergic inhibition of the neuronal network causing action potential (AP) bursting and stimulation of synaptic α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) and NMDA receptors [24, 36, 38, 39]. In contrast to this synaptic stimulation protocol, NMDA bath application leads to the activation of both synaptic and extrasynaptic NMDARs. Signaling through extrasynaptic NMDARs is dominant over synaptic signaling and is toxic to neurons in vitro and in vivo [24, 25, 27, 28, 36, 40]. Using microRNA microArrays we screened for miRNAs that were induced by bath application of NMDA but not by bicuculline treatment. 

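Of the 161 miRNAs tested for bicuculline against control, 3 were raised by more than 20%. miR-212 had a signal of 52.6% ± 6.68 of the array scale (SD, n = 3) after bicuculline and 14.0% ± 6.03 (SD, n = 3) in control neurons, where it was well above background on 2 of 3 arrays. Its log2 fold change was 1.98 (standard error 0.29, limma adjusted p = 0.023). With each array left out in turn it stayed between 1.62 and 2.27, but the limma adjusted p rose to 0.079 without bicuculline replicate 1 and to 0.101 without bicuculline replicate 2. With the slide as a block miR-212 was at 1.91 with a limma adjusted p of 0.0498. miR-132 had a signal of 207.2% ± 36.0 (SD, n = 3) after bicuculline and 133.1% ± 23.7 (SD, n = 3) in control neurons, a log2 fold change of 0.64 (standard error 0.17, limma adjusted p = 0.388, unadjusted 0.0048). For both miRNAs all 3 bicuculline arrays lay above all 3 control arrays. With the replicate number as a block (replicate block), the limma adjusted p of miR-132 was 0.017 at the same fold change. With the slide as a block it was 0.703 at a log2 fold change of 0.60, and over the alternatives it ranged from 0.017 to 1. The genes of both miRNAs, Mir132 and Mir212, lie next to each other in the GRCm38.p6 annotation, which was used only for names and gene order. The third miRNA, miR-188-5p, named after its values were seen, had a log2 fold change of 0.32 (standard error 0.34, limma adjusted p = 0.999). No miRNA was lower with limma at an adjusted p under 0.05, and both of the 2 miRNAs with an unadjusted p under 0.05 were higher. The methods' t-test called 0 miRNAs after adjustment and 4 before it.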

We detected an increased expression of two miRNAs, miR-132 and miR-212, 4 h after exposing the neurons to bicuculline (Table 1), which is in line with the well documented activity-dependent regulation of these miRNAs [8–12]. In contrast, 4 h after NMDA treatment the levels of 19 miRNAs were increased more than 20% (Table 1, Additional file 1: Table S1; complete microarray data available at GEO GSE47601).

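On the scanner signals 181 miRNAs could be tested for NMDA against control, and 18 of them were raised by more than 20% while 2 were lowered by more than 20%. Of the 19 miRNAs of Table 1, 15 were among those tested, and all 15 were among the 18. The other 3 were miR-1892, miR-188-5p and miR-212, of which only miR-1892 passed limma's test. limma called 15 miRNAs higher and 0 lower at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 17 higher and 3 lower. The median log2 fold change over all 181 was -0.01. Among the alternatives set before the data were examined, the count ranged from 3 to 27. The 3 were among miRNAs detected on all 9 arrays, and the 27, 14 higher and 13 lower, came with quantile normalization. normexp background correction of the median spot signal, chosen after seeing the data, gave 0 calls when fitted to all spots, but this fit failed on control replicate 3. With outlier spots left out of the fit it gave 16, all higher and including the 15. For 8 of the 15 calls for NMDA against control all 3 control levels were at the floor, so that the control arrays add no spread to their test. With a floor at 0.5 of the main one, 2 such calls were left among the same 15. The methods' t-test on the scanner signals called 12 miRNAs, all higher. With each array left out in turn limma called between 15 and 18. Of the 181 miRNAs tested, the values of 27 did not overlap between the groups. Chance gives 10% of miRNAs for 3 arrays against 3, so this count by itself is not far above chance.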

**Table 1:** List of differentially expressed miRNAs detected by miRNA microArray

miRBase accession	miRNA name	NMDA		Bicuculline	
		fold change	p adj.	fold change	p adj.
MI0004654	mmu-miR-689	5.24	0.07	0.91	1.00
MIMAT0004893	mmu-miR-574-5p	2.38	0.10	1.02	1.00
MIMAT0005837	mmu-miR-1187	2.21	0.09	1.03	1.00
MIMAT0003469	mmu-miR-690	2.12	0.10	1.00	1.00
MIMAT0003499	mmu-miR-709	1.99	0.23	0.90	1.00
MIMAT0007867	mmu-miR-1895	1.87	0.15	0.99	1.00
MIMAT0005846	mmu-miR-467f	1.79	0.14	0.98	1.00
MIMAT0003731	mmu-miR-671-5p	1.73	0.10	0.97	1.00
MIMAT0005834	mmu-miR-466i-3p	1.50	0.10	0.99	1.00
MIMAT0003182	mmu-miR-494-3p	1.35	0.15	1.00	1.00
MIMAT0003505	mmu-miR-714	1.34	0.22	1.01	1.00
MIMAT0007864	mmu-miR-1897-5p	1.30	0.36	1.01	1.00
MIMAT0007874	mmu-miR-1904	1.30	0.21	1.02	1.00
MIMAT0004882	mmu-miR-466f-3p	1.28	0.18	0.97	1.00
MIMAT0007878	mmu-miR-1894-3p	1.28	0.22	1.00	1.00
MIMAT0003495	mmu-miR-705	1.28	0.15	1.02	1.00
MIMAT0005839	mmu-miR-669f-3p	1.22	0.15	0.99	1.00
MIMAT0003502	mmu-miR-712-5p	1.22	0.15	1.02	1.00
MIMAT0004883	mmu-miR-466 g	1.21	0.23	0.99	1.00
MIMAT0017053	mmu-miR-212	1.02	0.95	1.86	0.72
MIMAT0016984	mmu-miR-132	1.06	0.85	1.38	1.00

Differential expression of miRNAs after activation of extrasynaptic vs. synaptic signaling. miRNA microarray data for the most strongly regulated miRNAs are shown. 

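The mean log2 level of the 19 miRNAs listed for NMDA was -1.49 ± 0.28 (SD, n = 3 arrays) after NMDA, -3.02 ± 0.11 (SD, n = 3) in control neurons and -3.07 ± 0.12 (SD, n = 3) after bicuculline. NMDA against control gave a difference of 1.53 (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow), and bicuculline against control gave -0.05 (exact permutation test, p = 0.6). For 11 of the 19 all 3 control levels were at the floor, which lowers the SD in control neurons and hides any fall. Within the slides the NMDA difference was 1.48 on slide 1 and 1.64 on slide 2, the latter from 1 NMDA and 1 control array. Because the study chose the list on these arrays, its test is not independent evidence. Of the 15 listed miRNAs tested for NMDA, limma called 14 over all miRNAs tested and 15 when adjusted over the list alone. For bicuculline 5 of the 19 could be tested, and 0 were called either way, with no unadjusted p under 0.05 among them. Many of the 19 were dim in control neurons. miR-467f, miR-466i, miR-714, miR-466f-3p and miR-705 were not well above background on any control array but were on all 3 NMDA arrays, so only a bound can be given. Here the mean NMDA level was set against, on each control array, the higher of the probe's own signal and the lowest signal among probes well above background. miR-467f was at least 5.62-fold higher, miR-714 at least 3.88-fold, miR-466f-3p at least 3.27-fold, miR-466i at least 2.94-fold and miR-705 at least 2.19-fold higher. The lowest signals well above background were 8.37%, 8.06% and 4.80% of the scale on the 3 control arrays. Against the common floor, which is above the lowest signal of the third, the folds were smaller, at 4.86, 3.36, 2.83, 2.54 and 1.89 in the same order. miR-1894-3p, miR-669f, miR-712 and miR-466g were well above background on 2 of 3 NMDA arrays and on 0 control arrays, with bounds between 1.03 and 1.44.

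**Figure D1:**
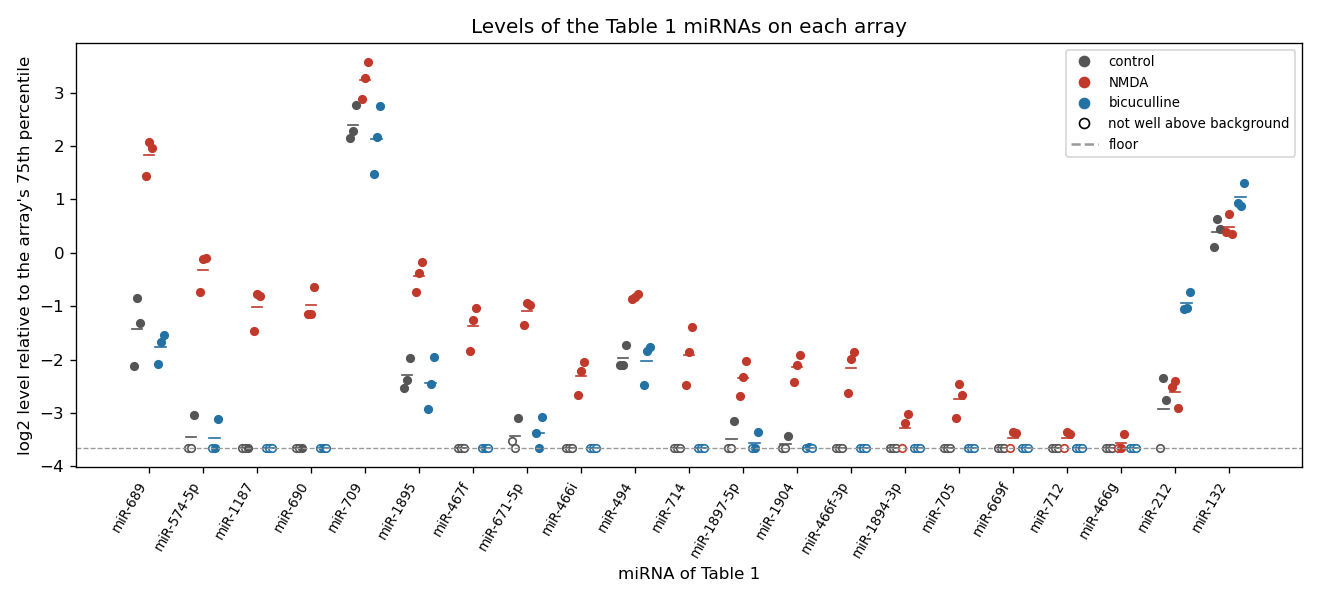
Log2 levels of the 21 miRNAs of Table 1 on each of the 9 arrays, relative to the array's 75th percentile. Each point is 1 array, open points are arrays on which the miRNA was not well above background, short lines are group means, and the dashed line is the floor, on which values have no order. The 3 NMDA arrays lie above all control arrays for miR-689, whose group means differ by 3.25, and the 3 bicuculline arrays lie above all control arrays for miR-212 and miR-132.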

Extrasynaptic signaling was induced by bath application of NMDA (20 μM). Synaptic signaling was induced by application of the GABA-A receptor antagonist, bicuculline (50 μM) to reduce tonic network inhibition and thereby increase global synaptic activity. Fold-changes compared to untreated cells were calculated from three independent experiments. *P*-values were determined by two-tailed t test and adjusted with Benjamini-Hochberg correction for multiple testing

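NMDA and bicuculline arrays were also compared with each other. Of 181 miRNAs tested, limma called 15 higher after NMDA and 1 higher after bicuculline at an adjusted p under 0.05. For 8 of the 16 all 3 bicuculline levels were at the floor, so that the bicuculline arrays add no spread to their test, and with a floor at 0.5 of the main one this held for 4 of 16 calls. The 15 included 14 of the NMDA-regulated miRNAs of Table 1, and the 1 was miR-212, with a log2 fold change of -1.68 for NMDA minus bicuculline (standard error 0.15, limma adjusted p = 2.717e-04). Scaling to the 75th percentile of all probes shifted the median of all miRNAs by -0.47 on the log2 scale, and limma then called 16 higher and 127 lower after NMDA. Relative to that median, 22 were raised and 5 lowered by more than 20%. Among the 161 miRNAs tested for both treatments, 7 were raised by more than 20% by NMDA and 3 by bicuculline, and 2 were raised by both, miR-188-5p and miR-212. Unchanged groups that share the control arrays gave a mean overlap of 2.17 in 1000 simulations. After NMDA the log2 fold change of miR-212 was 0.31 (standard error 0.31, limma adjusted p = 0.991) and it was -0.06 without control replicate 1, the control array on which miR-212 was not well above background. miR-132 changed by 0.09 (standard error 0.16) after NMDA. Under scaling to all probes miR-212 and miR-132 were at -0.093 and -0.33, both above the median of all miRNAs, which that scaling shifted by -0.43 for NMDA against control. With normexp, outlier spots left out of the fit, they were at 0.10 and 0.08. After bicuculline, the 5 NMDA-regulated miRNAs that could be tested had log2 fold changes of -0.34 for miR-689 (standard error 0.30), -0.26 for miR-709 (standard error 0.30), -0.15 for miR-1895 (standard error 0.24), -0.05 for miR-494 (standard error 0.20) and 0.05 for miR-671-5p (standard error 0.19).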

The two sets of miRNAs were non-overlapping, i.e., none of the NMDA-induced miRNAs were changed by bicuculline application and vice versa. 

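miR-689 was well above background on all 9 arrays. Its signal was 361.9% ± 80.7 of the array scale (SD, n = 3) after NMDA, 39.6% ± 16.2 (SD, n = 3) in control neurons and 29.7% ± 5.48 (SD, n = 3) after bicuculline. The log2 fold change for NMDA against control was 3.25 (standard error 0.32, limma adjusted p = 3.175e-04), with all 3 NMDA arrays above all 3 control arrays. It was 3.24 within slide 1 and 3.27 within slide 2, where NMDA and control had 1 array each. With each array left out in turn it was between 2.91 and 3.54. Among the listed miRNAs measured on all NMDA and control arrays, the next changes were 1.86 for miR-1895, 1.15 for miR-494 and 0.84 for miR-709. miR-574-5p followed miR-689 closely at 3.13 (standard error 0.23), but was well above background on only 1 of 3 control arrays, so its change is not measured on both sides and cannot be ranked.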

The highest fold changes in induction were obtained for miR-689. However, it is currently under debate whether or not this small RNA is a true microRNA [41–43]. Nevertheless, due to its robust regulation by NMDA treatment, we selected this putative miRNA together with 3 additional miRNAs that were highly induced by NMDA for further analysis. 

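Among the miRNAs the study went on to analyse, miR-690 rose from 5.49% ± 2.11 of the array scale (SD, n = 3) in control neurons to 51.3% ± 10.9 (SD, n = 3) after NMDA. miR-1187 rose from 4.22% ± 0.69 (SD, n = 3) to 50.7% ± 12.5 (SD, n = 3). Both were well above background on 1 of 3 control arrays, and all 3 control levels of both were at the floor. Their log2 fold changes of 2.67 and 2.64 are therefore set by the floor on the control side, and limma's test has no control spread for them. With a floor at 0.5 of the main one they were 3.27 and 3.53. With normexp, outlier spots left out of the fit, which uses no floor but adds an offset of 50, they were 1.74 and 1.86. miR-709 rose from 536.7% ± 125.8 (SD, n = 3) to 964.5% ± 226.8 (SD, n = 3), with a limma adjusted p of 0.057 over all miRNAs tested and all 3 NMDA arrays above all 3 control arrays. With the slide as a block its limma adjusted p was 0.0094 and with the replicate block 0.0040, whereas it was 0.236 with 1 fit over all arrays and 0.374 with the methods' t-test. Over all alternatives it ranged from 6.314e-04 to 0.667. With each array left out in turn it ranged from 0.015, without control replicate 3, to 0.269, and the log2 fold change lay between 0.68 and 1.03.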

We first verified the differential regulation of these miRNAs using RT-qPCR for mature miRNAs (Fig. 1a). We confirmed that NMDA treatment but also bath application of L-glutamate (30 μM) increased the levels of all 4 miRNAs (Fig. 1b). In the presence of the NMDAR antagonist, MK-801, glutamate had no effect on miRNA levels, demonstrating that NMDARs are necessary for miRNA induction. We next considered the possibility that extended episodes (> 4 h) of AP bursting could increase the levels of our group of miRNAs. However, RT-qPCR analysis revealed that also 16 h of bicuculline treatment did not induce changes in the levels of any of the miRNAs analyzed, except for the positive control miR-132 (Fig. 1c). These results are consistent with this set of miRNAs being specifically induced by the activation of extrasynaptic NMDARs. An alternative explanation for the different effects of NMDA vs. bicuculline might be the differently shaped Ca^2+^-signals (plateau vs. transients) evoked by these treatments. To test this we used a combined stimulation with bicuculline and the potassium channel blocker, 4-AP, which induces a sustained Ca^2+^ plateau comparable to NMDA bath application [24, 44]. Out of all miRNAs analyzed only miR-1187 and the positive control miR-132 were increased by this treatment (Fig. 1d). Thus for the majority of NMDA-induced miRNAs increased expression seems to depend on the site of Ca^2+^-entry rather than total Ca^2+^-load. To further rule out any regulation of these miRNAs by synaptic signaling we used two additional stimulation paradigms. First, we used bath application of BDNF (100 ng/ml). Similar to previous reports [4, 45, 46], 4 h BDNF application increased the levels of miR-132, but not those of miR-689, miR-690, miR-709, and miR-1187 (Fig. 2a). Second, we applied high extracellular concentrations of potassium (50 mM KCl), which results in sustained neuronal depolarization and calcium influx and is thus generally considered a model for electrical activation of neurons in vitro. We observed increased expression of miR-689, miR-690, miR-709, and miR-1187, but not of miR-132 after 4 h of KCl stimulation (Fig. 2a). This finding was unexpected and seemingly contradictory to the observed lack of regulation of expression of this group of miRNAs by synaptic activity (see Fig. 1). However, prolonged and strong depolarization of neurons might not adequately mimic synaptic stimulation, and could possibly impair cellular integrity. To investigate this, we analyzed cell viability 20 h after KCl treatment and found that both 10 min and 4 h of KCl stimulation resulted in severe cell death (Fig. 2b, c). KCl-induced cell death was completely blocked by the NMDAR antagonist, MK-801. These findings show that KCl treatment can cause severe glutamate-toxicity and warrant caution in the application and interpretation of this widely used stimulation paradigm. Together our results identify a set of miRNAs that are induced by toxicity-associated NMDAR signaling (i.e. induced by application of NMDA, glutamate, or KCl), but not by plasticity-associated synaptic signaling (i.e., induced by application of bicuculline or BDNF). We thus refer to these miRNAs as *t*oxicity-*a*ssociated *m*iRNAs, or TAMs.

**Fig. 1:**
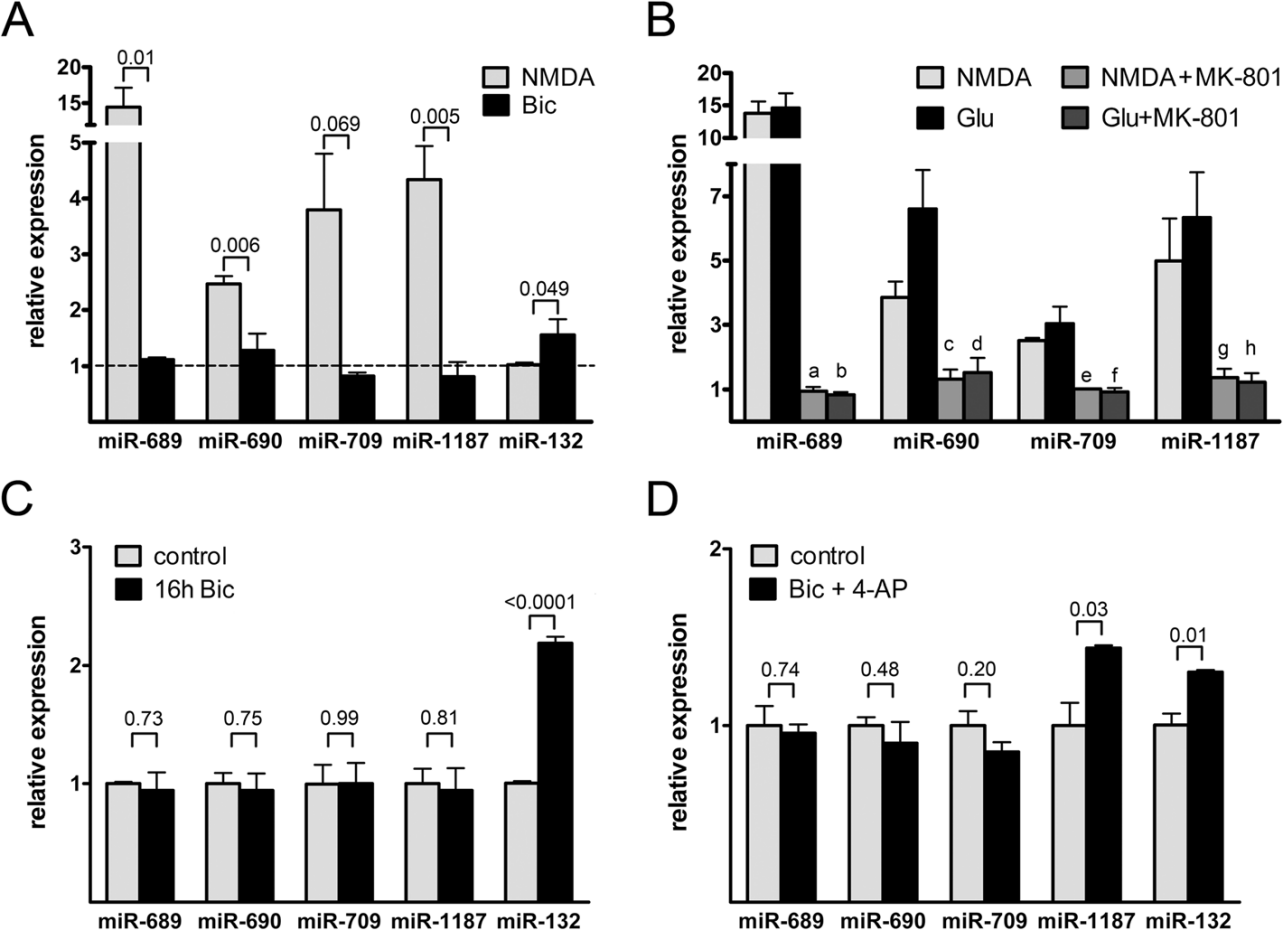
NMDA bath application increases the expression of several miRNAs. **a** QRT-PCR analysis of miRNA expression 4 h after stimulation with NMDA (30 μM) or bicuculline (Bic, 50 μM). All tested miRNAs except miR-132 are upregulated by NMDA but not by bicuculline. Conversely, miR-132 is upregulated by bicuculline but not by NMDA. Mean values (relative to untreated control) + SEM from five independent experiments are shown. **b** QRT-PCR analysis of miRNA expression 4 h after stimulation with NMDA (30 μM) or L-glutamate (Glu, 30 μM) in the presence or absence of MK-801 (10 μM). Mean values + SEM from three independent experiments are shown. **c** QRT-PCR analysis of miRNA expression 16 h after stimulation with bicuculline (Bic, 50 μM). None of the tested miRNAs, except miR-132, are upregulated by over-night treatment with bicuculline. Mean values + SEM from three independent experiments are shown. **d** QRT-PCR analysis of miRNA expression 4 h after stimulation with bicuculline (Bic, 50 μM) plus 4-aminopyridine (4-AP, 2 mM). Mean values + SEM from three independent experiments are shown. *P*-values were determined with two-tailed t test. P-values in *B* are NMDA vs NMDA + MK801: a = 0.002, c = 0.012, e < 0.0001, g = 0.055; Glu vs Glu + MK801: b = 0.004, d = 0.017, f = 0.018, h = 0.024

**Fig. 2:**
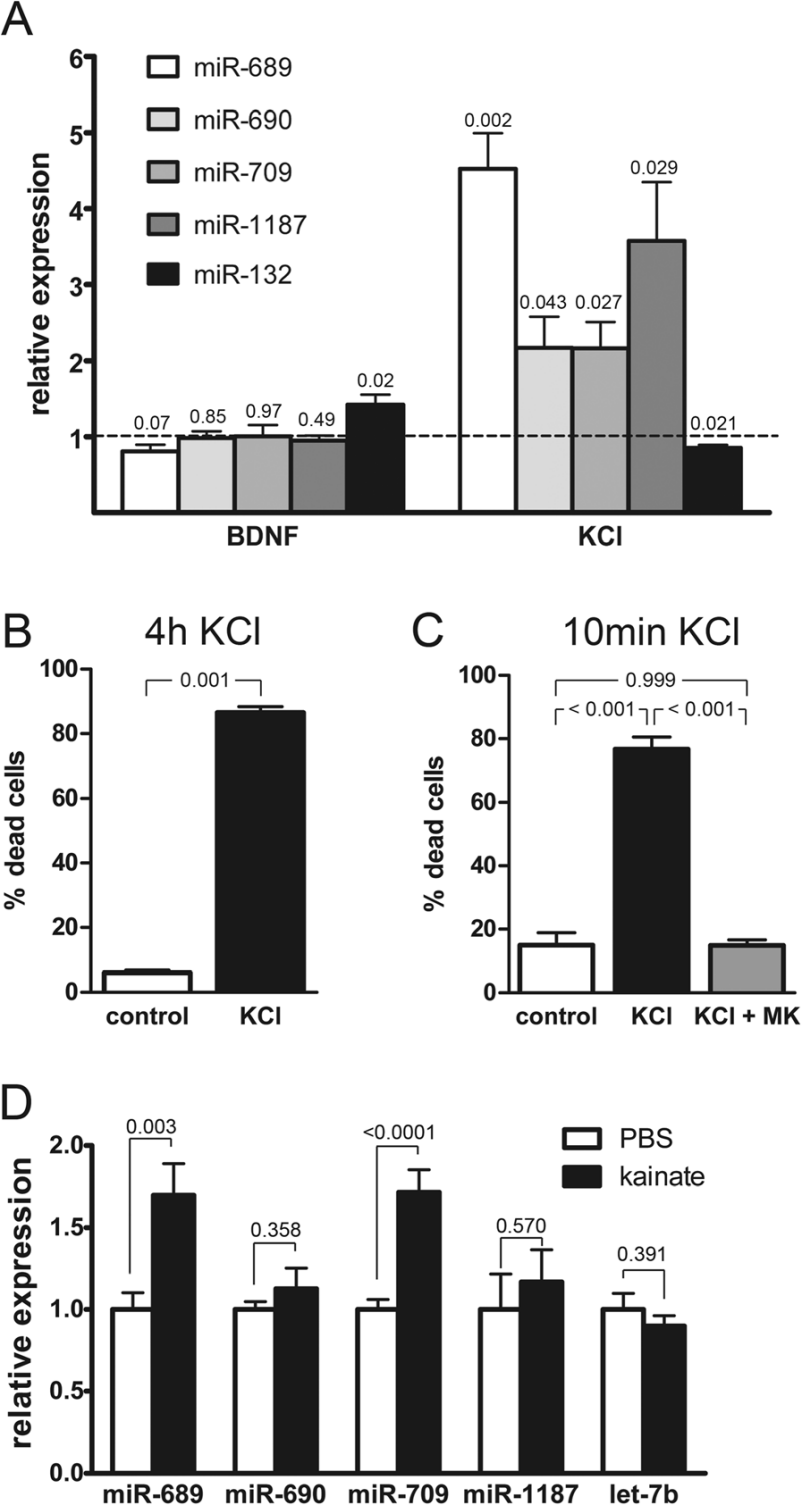
Differential expression of miRNAs by toxicity-associated vs. synaptic stimulation. **a** QRT-PCR analysis of miRNA expression 4 h after stimulation with indicated drugs. BDNF (brain derived neurotrophic factor, 100 ng/ml), KCl (50 mM potassium chloride). Mean values (relative to untreated control) + SEM from ≥3 independent experiments are shown. P-values were determined with two-tailed t test. **b*,*** **c** Analysis of cell death induced by 4 h (B) or 10 min (C) treatment of neurons with KCl (50 mM) in the presence or absence of the NMDAR antagonist, MK-801 (10 μM). Mean values + SEM from three independent experiments are shown. P-values were determined with two-tailed paired t test (**b**) and repeated-measures ANOVA with Tukey’s post test (**c**). **d** QRT-PCR analysis of miRNA expression in 6 week old rats 4 h after intraperitoneal injection of kainate (10 mg/kg) or vehicle (PBS). Mean values + SEM are shown. *N* = 14 animals per group from four independent experiments. P-values were determined with two-tailed t test

### In vivo regulation of miRNAs

To investigate if TAM levels also increase under excitotoxic conditions in vivo, we induced epileptic seizures in young adult rats by intraperitoneal injection of kainic acid (KA) [32]. By activating KA receptors in hippocampal area CA3, KA triggers reverberating activity within the entire hippocampal formation which is propagated through NMDARs and triggers NMDAR-mediated excitotoxic cell death [47]. KA-induced brain damage can be attenuated by application of memantine [48], that at low dose preferentially blocks extrasynaptic NMDARs [49]. Four hours after KA injection the levels of two of the tested miRNAs, miR-689 and miR-709, were increased in the hippocampus (Fig. 2d). For two other miRNAs, miR-690 and miR-1187, we detected only a small increase in expression that was not statistically significant (miR-690, *p* = 0.36; miR-1187, *p* = 0.57). This may be due to a lack of sensitivity of the assay since in contrast to our pyramidal neuron-enriched primary cultures the hippocampal tissue in the in vivo experiment contains a mixed population of cell types and only in a subset of neurons expression of miRNAs may increase.

### NMDA-mediated increases in TAM levels are independent of transcription

Several studies on regulated expression of miRNAs have reported transcription-dependent mechanisms [4, 6, 12, 50, 51]. To investigate if, similarly, changes in TAM levels are mediated by increased transcription, we used two inhibitors of transcription, alpha-Amanitin and actinomycin D. In a control experiment alpha-Amanitin blocked the bicuculline-induced increase in miR-132 levels, demonstrating that we can detect transcription-dependent miRNA regulation with our assay (Fig. 3c). However, neither inhibitor blocked the NMDA-induced increase in TAM levels (Fig. 3a, b), indicating that under conditions of excitotoxicity TAMs are regulated at the post-transcriptional level.

**Fig. 3:**
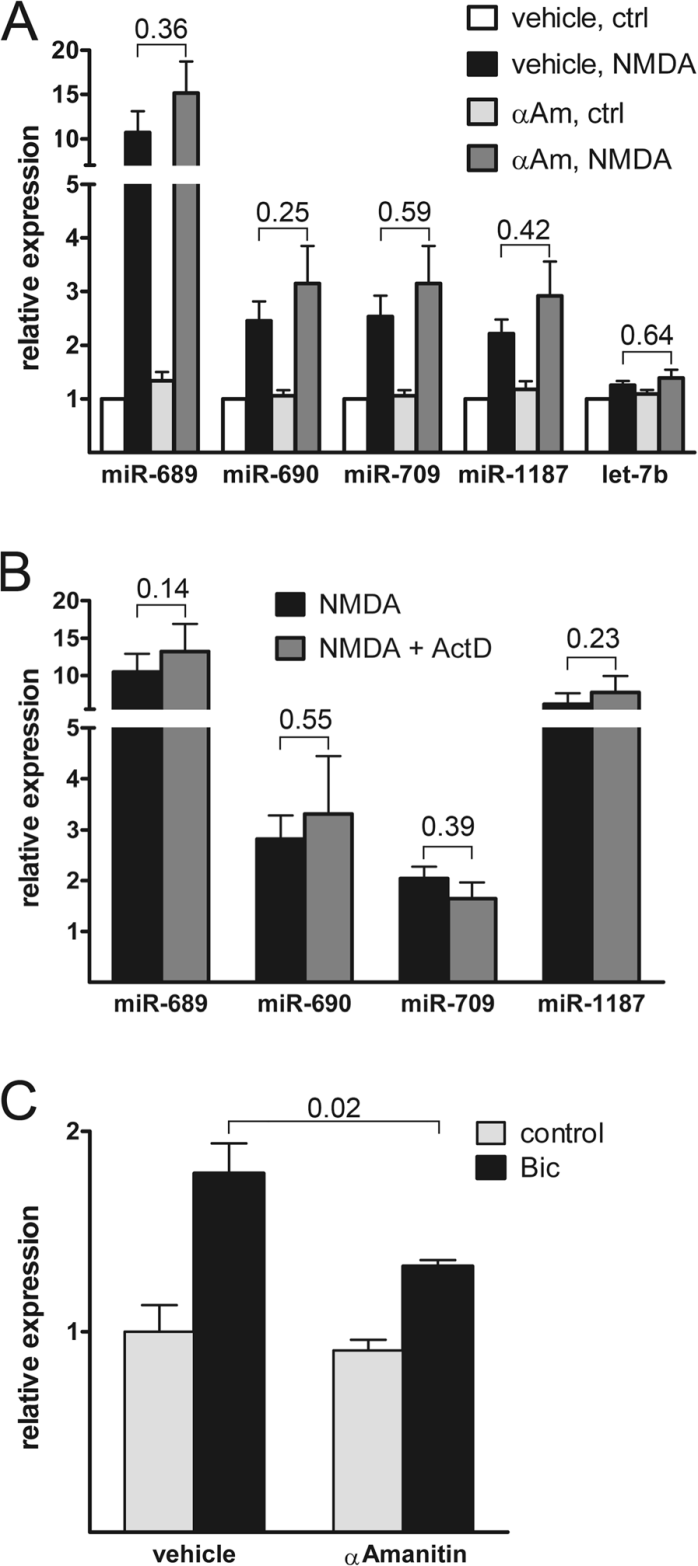
Transcription is not required for upregulation of toxicity-associated miRNAs. **a, b** QRT-PCR analysis of miRNA expression 4 h after stimulation with NMDA (30 μM) in the presence or absence of the transcription inhibitors alpha-Amanitin (**a**) or actinomycin D (**b**). Mean values + SEM from ≥3 independent experiments are shown. P-values were determined by repeated-measures ANOVA with Tukey’s post test (**a**) and two-tailed paired t test (**b**). **c** QRT-PCR analysis of miR-132 expression 4 h after stimulation with bicuculline (Bic, 50 μM) in the presence or absence of the transcription inhibitor alpha-Amanitin. Mean values + SEM from 4 independent experiments are shown. P-value was determined by two-tailed t test

### Drosha is required for NMDA-mediated TAM expression

Given the results from our transcription inhibition experiments we reasoned that NMDA-treatment might lead to elevated TAM levels via enhanced processing of pre-existing primary miRNA transcripts. To test this we knocked-down Drosha, a key enzyme of the miRNA biogenesis machinery [1], and measured basal and NMDA-induced expression levels of TAMs and a set of NMDA-independent control miRNAs (let-7b, miR-9, miR-124a). Infection of hippocampal neurons with rAAVs harboring a short-hairpin RNA that targets Drosha resulted in a ~ 60% reduction of DROSHA protein levels (Fig. 4a-b). This partial knock-down had no major effect on TAM or control miRNA levels under basal conditions (Fig. 4c, all changes less than 20%, statistically not significant), but it partially attenuated the NMDA-mediated increase in TAM expression (Fig. 4d, relative changes miR689: 57.2%, miR690: 34.5%, miR709: 17.6%, miR1187: 36.3%; miR690 and miR1187 statistically significant).

**Fig. 4:**
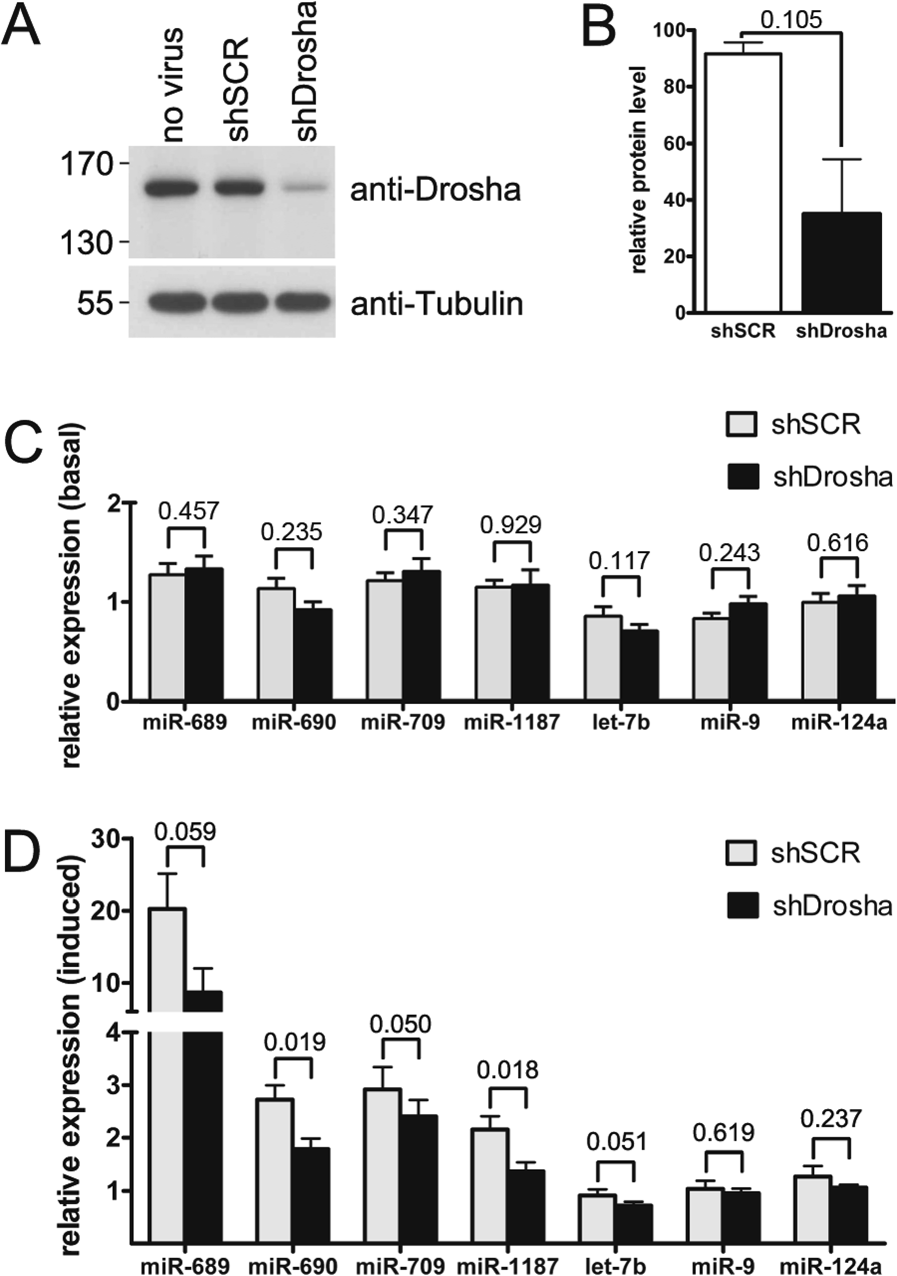
Drosha is required for NMDA-induced increases in TAM levels. **a** Representative Western Blot of hippocampal neurons that were left uninfected or that were infected with rAAV expressing scrambled or anti-Drosha shRNA. **b** Quantification of Western Blot experiments. DROSHA protein levels were calculated relative to uninfected controls. Mean + SEM from two independent experiments are shown. P-value was determined with two-tailed t test. Compared to uninfected and scrambled shRNA controls, targeting shRNA reduces DROSHA protein levels by approximately 60%. **c**, **d** QRT-PCR analysis of TAM and control miRNA expression in cells infected with rAAV expressing scrambled or anti-Drosha shRNA, without (basal, **c**) and with (induced, **d**) NMDA stimulation. Mean values (relative to uninfected control) + SEM from five independent experiments are shown. P-values were determined with two-tailed paired t test

## Discussion

In this study we identified a group of miRNAs that increase in expression upon stimulation of the toxic but not of the survival promoting activity of NMDARs. This identifies the regulated expression of a subset of miRNAs as a novel component of cell death associated NMDAR signaling.

### miRNAs and neuropathology

In line with our findings, several previous studies have reported changes in miRNA expression under neuropathological conditions such as ischemic stroke, intracerebral hemorrhage, and epileptic seizures [20, 52–56]. While each of these studies identified up to several dozens of differentially regulated miRNAs, the overlap between individual studies (including our study) is very low. This is likely due to differences in animal models, experimental conditions and miRNA profiling methods used. Nevertheless, together these studies support a role for miRNAs in mediating diverse downstream effects of neuropathological insults.

### miRNAs and excitotoxicity

In this study, we focused on the divergent roles of synaptic versus extrasynaptic NMDAR signaling in the regulation of miRNA expression. Several lines of evidence support our conclusion that particular miRNAs are specifically regulated by toxicity-associated signaling events. First, according to published quantitative data of the mouse hippocampal microRNAome [22] TAMs are expressed at low levels in naive hippocampus in vivo. Second, using several stimulation paradigms that are supposed to enhance or mimic synaptic activity, neither we nor others [9, 10, 45] found increased TAM levels. In contrast, several forms of toxicity- or stress-associated signaling like induction of insulin resistance [57], response to diabetic renal injury [58], DNA-damage response [59], and NMDAR induced death signaling (this study) increase the levels of all or a subset of TAMs. The fact that TAMs appear to be exclusively induced by toxicity-associated stimuli raises questions about their biological function. It is conceivable that TAMs are part of an adaptive response to stress and injury. By fine tuning components of stress signaling pathways, TAMs might help to maintain cellular homeostasis under conditions of mild stress. Such a physiological function of TAMs remains to be investigated in future studies, especially given the relatively low expression levels of TAMs compared to other neuronal miRNAs [22]. It would, however, be in line with the emerging view of miRNAs acting as mediators and/or modulators of diverse forms of stress signaling in a variety of cells and tissues [60–63]. Regardless of their biological function, TAMs might be candidate molecules for biomarkers of neurodegeneration [52, 64].

### Implications of TAM co-regulation

Altered miRNA expression has been linked to neural dysfunction before. In some studies, inhibition of a single dysregulated miRNA provided marked effects, like a reduction of neurotoxicity [20], a rescue of age-associated cognitive impairment [22], and protection from seizures [54]. While these studies focused on individual miRNAs with distinct regulatory roles, we here describe an entire set of co-regulated miRNAs. The coordinate change in the levels of multiple TAMs might be required for two reasons. First, individual miRNAs usually have only a modest effect on the expression of their target genes, but different miRNAs can act cooperatively to more strongly regulate their targets [65, 66]. Second, although subtle changes in the expression of individual genes may not have an effect on the phenotype, simultaneously occurring small changes in the levels of several genes can produce biologically meaningful effects [67]. Thus, TAMs could affect excitotoxicity via two mechanisms, i.e., pronounced regulation of a few shared target genes and/or subtle changes in the levels of multiple functionally related targets. In either case, the need for coordinated changes in the expression of several TAMs might serve as a safeguard against spurious activation of a potentially detrimental signaling pathway.

### How does toxic NMDAR-signaling increase TAM levels?

The most obvious mechanism to couple NMDAR activation to increased TAM levels would be the activation of specific transcription factors resulting in increased transcription of specific pri-miRNAs. However, we found the increase in TAM levels to be transcription-independent. By knocking-down Drosha, we found that pri-miRNA processing appears to be required for increases in TAM levels. Technical limitations of these experiments include the incomplete and variable loss of DROSHA protein upon viral expression of an anti-Drosha shRNA. This could perhaps be improved by the use of a different shRNA sequence or by extended duration of shRNA expression to allow for more complete protein turnover. Nevertheless, results from the Drosha knock-down experiments suggest, that changes in TAM levels could be due to a signal-induced change in the expression and/or activity of the miRNA biogenesis machinery. One possible mechanism may involve a Ca^2+^ /calpain-dependent, NMDA-induced cleavage of DICER resulting in the liberation of a DICER fragment with increased processivity [68]. Alternatively, changes in the expression of the pri-miRNA processing enzymes, Drosha and Dgcr8, as have been described in the brains of Huntington’s Disease model mice and after NMDAR stimulation in vitro, could account for increased miRNA levels [10, 69], although such a mode of regulation would not explain why TAMs but not other miRNAs are increased by extrasynaptic NMDAR stimulation. If it is not the regulation by a shared transcription factor, it is conceivable that information encoded in the structure of the pri- or pre-miRNA determines whether or not a miRNA is a TAM. Such a mechanism would be in line with the well-established structure-dependent selective interaction of RNAs with their cognate RNA-binding proteins [70]. In the case of miRNAs, RNA binding proteins such as SRSF1, TRBP and TDP-43 were shown to selectively bind to specific pre-miRNAs via recognition of their terminal loop or stem region to alter their processing rate [71–73].

In summary, our results define a new death signaling-associated pathway that is triggered by the activation of extrasynaptic NMDARs. The regulation of a subset of miRNAs adds to the growing list of processes that are differentially controlled by the survival promoting versus death inducing activities of NMDARs [25, 26].

## Supplementary information

**Additional file 1.** miRNA microArray results.

## Data Availability

Complete microarray data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE47601. Other datasets used during the current study are available from the corresponding author on reasonable request.

## Abbreviations

4-AP: 4-aminopyridine
AMPA: α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid
AP: action potential
BDNF: brain-derived neurotrophic factor
CaMKII: calcium/calmodulin-dependent protein kinase II
GABA: γ-aminobutyric acid
NMDA: *N*-methyl-D-aspartate
qRT-PCR: quantitative real-time polymerase chain reaction
rAAV: recombinant adeno-associated virus
shRNA: short hairpin RNA
TAM: toxicity-associated microRNA

How the deposited data were processed for this re-analysis (not part of the article)

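Small RNA from 9 cultures of mouse hippocampal neurons was measured on one-colour Agilent miRNA arrays, with 3 arrays each for control, NMDA and bicuculline. The authors deposited the scanner output of every array, whose spot intensity values had been background-subtracted and detrended by the scanner software and were not normalized between arrays, and a table of their own processed log2 values. The software version differed between the slides (10.7.1.1 and 10.7.3.1). Set against the scanner values, the authors' table is on a log2 scale, and its group differences give the fold changes of Table S1.

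From the scanner output, 3278 flagged spots over the 9 arrays were left out, control spots were removed, and the spots of a probe were averaged. A probe was called well above background where at least 50% of its spots were marked so. Signals were divided by the array's 75th percentile over the 265 probes well above background on all arrays, set to a floor of 7.94% of that scale, and put on the log2 scale. Of the miRNAs, 646 have several probes, and each was read from its brightest. limma 3.58.1 in R 4.3.3 was fitted to the groups compared, without covariates, two-sided, with Benjamini-Hochberg adjustment over the miRNAs tested and a threshold of 0.05. Counts of miRNAs raised or lowered used a fold of 1.2. The list of 19 was tested by exact permutation, which cannot give a p under 0.1 with 3 arrays against 3.

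The miRNAs named in the text were fixed before the data were examined. They are the 21 of Table 1, the control miRNAs let-7b, miR-9 and miR-124, and per treatment up to 5 rises and 5 falls outside Table 1 with a limma adjusted p under 0.05 and no overlap between the groups, of which miR-1892 was the only one. Other names were chosen after their values were seen. The limma step was tested on simulated data with normal errors of 1 common SD, the median of each comparison. With 20 miRNAs changed by 1 on the log2 scale, it recovered 100% of them and 3.25% of its calls were false among 181 miRNAs for NMDA, against 3.85% among 161 for bicuculline and 4.63% among 181 for NMDA against bicuculline. Real miRNAs differ in their SD, so this shows the step at its best.

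Whether replicate numbers pair the arrays was checked from the deviations of 155 miRNAs from their group means. Between arrays of the same number the correlation was 0.35, 0.77 and 0.60 for NMDA and control, and 0.58, 0.10 and 0.70 for bicuculline and control. The slide enters this check, since of these pairs only the one at 0.10 lay on different slides. Over all pairs of arrays from different groups, which are not independent, the median correlation was 0.60 for the 7 of the same number on 1 slide, 0.19 for the 6 of different numbers on 1 slide, 0.04 for the 2 of the same number on different slides and -0.43 for the 12 that shared neither. Deviations from a group mean cancel over the group's arrays, so positive values for some pairs force lower ones for others. The negative values are therefore partly built in. The part of the number and that of the slide were not separated. The methods give independent cell preparations, which leaves open whether a number marks a shared preparation.

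The alternatives were other scalings (all probes, the median, quantile normalization, none), other summaries of a miRNA (total gene signal, the mean of all probes), the authors' table, a lower floor, other filters, 1 fit over all arrays, the methods' t-test, replicate and slide as blocks, and leaving out each array. These were set before the data were examined. normexp with an offset of 50 had been planned on the mean spot signal, a column that was not used here because the files read did not hold it. It was run on the median spot signal, once fitted to all spots and, because that fit failed on control replicate 3, once with spots flagged as outliers in signal or background left out. Both runs and the authors' table with the methods' t-test over all rows were added after seeing the data. Array design names were kept, and 15 of the 19 listed miRNAs matched a gene of the GRCm38.p6 table, which was not the build named in the array headers and was used for names and gene order only. The PCR, blot and rat experiments were not analysed here.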

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

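The tests of mcmv-miR-M87-1 and of miR-1892 were chosen after the results were seen. The negative control and slide tests of the list of 19 were set before the data were examined.

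A probe for a mouse cytomegalovirus miRNA, mcmv-miR-M87-1, gave a signal on the NMDA arrays. Its signal was 9.39% of the array scale (SD 3.39, n = 3) after NMDA, -0.58% (SD 1.07, n = 3) in control neurons and -0.57% (SD 1.32, n = 3) after bicuculline, and it was well above background on 2 NMDA arrays and on no control array. In the authors' table its fold change was 1.37, rank 10 of 650. The copy of Table S1 used here has no row for it. With it, 20 rows of the authors' table rose by more than 20%, of which 19 are mouse miRNAs. Virus in the NMDA-treated cultures is argued against, since 0 other miRNAs of this virus were well above background on any NMDA array. A general rise of probes without a target is argued against by the other 38 viral miRNAs, whose median change was -0.0036% of the scale. The slide is argued against by the design, since NMDA and control arrays were split alike over the slides. The smaller of the within-slide changes was 8.77% and the larger 12.4%. What stays open is that the probe may bind another RNA that rises with NMDA. Probe sequences were not used here, so this was not tested, and whether it applies to any listed miRNA is not known from the arrays. The paper reports a rise of miR-689, miR-690, miR-709 and miR-1187 after NMDA by PCR, a separate assay.

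miR-1892, outside Table 1, had a signal of 13.0% of the array scale (SD 0.53, n = 3) after NMDA and 6.51% (SD 0.74, n = 3) in control neurons, higher on 3 of 3 NMDA arrays than on every control array. It was well above background on 1 of 3 control arrays. limma called it at a log2 change of 0.71, but all 3 control levels were at the floor, so this change is set by the floor and its test has no control spread. With a floor at 0.5 of the main one, below its control signals, the change was 1.00 (limma adjusted p = 3.162e-04). The slide is argued against by the design, since NMDA and control arrays were split alike over the slides. The signal rose by 6.72% of the scale within slide 1 and by 5.97% within slide 2. Negative control spots changed by -0.47% of the scale while miR-1892 rose by 6.47%, which argues against a higher background. The log2 change was 0.46 with scaling to all probes, which shifted the median of all miRNAs by -0.43, 0.18 in the authors' table and 0.15 with the total gene signal, none of them called by limma. With normexp on the median signal it was 0.40 (limma adjusted p = 0.0087) with outlier spots left out of the fit, and -0.34 with the fit to all spots, which failed on control replicate 3. Over the alternatives the adjusted p ranged from 3.543e-05 to 0.999. NMDA treatment stays open as a biological explanation, and binding of another RNA was not tested.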

How the results depend on the processing

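Both normexp alternatives on the median signal and the authors' table with the methods' t-test over all rows were chosen after seeing the data. The planned normexp on the mean spot signal was not run. For the differences below the cause was not tested, unless stated.

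normexp fitted to all spots failed on control replicate 3. There 8 spots lay below their local background, all of them flagged as background outliers, and the fitted background was -598.3 although the lowest signal of an unflagged spot was 17.5. The interquartile range of the miRNA levels on this array was 0.019 on the log2 scale, against 0.65 to 1.07 on the others. Values of this setting against control therefore come from a failed fit and say nothing about stability. They are 0 calls for NMDA (limma, 2 at an unadjusted p under 0.05) and 0 for bicuculline (1), 31 miRNAs raised and 96 lowered over 20% by NMDA, 24 raised and 86 lowered by bicuculline and 20 raised by both, with the median of all miRNAs at -0.30 for NMDA and -0.29 for bicuculline. Relative to that median 56 were raised and 52 lowered by NMDA, and 47 and 32 by bicuculline. The list of 19 was at 0.52 for NMDA (exact permutation test, p = 0.4) and -0.67 for bicuculline, miR-212 under bicuculline at 0.66, miR-689 at 2.53, and under NMDA miR-9 at 0.18, miR-212 at -0.50 and miR-1892 at -0.34. NMDA against bicuculline, which does not use that array, kept 15 calls, 14 higher and 1 lower, the 14 among the 15 higher ones called here. With outlier spots left out of the fit, the interquartile range on control replicate 3 was 0.80 and limma called 16 miRNAs for NMDA, among them the 15 called here, 1 for bicuculline and 15 between the treatments. The list of 19 then rose by 1.201 (exact permutation test, p = 0.1), 1 miRNA was lowered by NMDA and 1 by bicuculline, and 0 were raised by both.

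The number of miRNAs called for NMDA was 15. It was 27 with quantile normalization (14 higher and 13 lower, with the median of all miRNAs shifted by -0.13), 5 with the total gene signal, 5 with no filter, 3 among miRNAs detected on all 9 arrays and 1 with the authors' table and the methods' t-test. The filter to all 9 arrays leaves 155 miRNAs by construction and removes those dim in control neurons. With no filter, 438 of 650 miRNAs had one identical level on all 6 arrays. Scaling to all probes gave 14 higher and 4 lower, with the median shifted by -0.43. For 8 of the 15 calls all 3 control levels were at the floor, and with a floor at 0.5 of the main one the same 15 were called, 2 of them with all control levels at it. Apart from normexp fitted to all spots, the other settings gave between 12 and 17. Leaving out each array gave 15 to 18.

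For bicuculline, 1 miRNA was called. The replicate block gave 2, the second being miR-132. The count was 0 with limma under quantile normalization (2 at an unadjusted p under 0.05), the total gene signal (3), no filter (4) and detection on all 9 arrays (1), and 0 with the methods' t-test (4) and with the authors' table and that test (18). Leaving out each array gave 0 to 1. For NMDA against bicuculline, 16 were called. The count was 143 with scaling to all probes (16 higher and 127 lower), 28 with quantile normalization (15 higher and 13 lower), 10 with the methods' t-test, 8 with no filter, 7 with the total gene signal, 3 with detection on all 9 arrays and 0 with the authors' table and the methods' t-test (99 at an unadjusted p under 0.05). Leaving out each array gave 15 to 18.

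Of 18 miRNAs raised over 20% by NMDA, the total gene signal gave 29 and detection on all 9 arrays 4, and leaving out arrays 16 to 25. Of 2 lowered, scaling to all probes gave 155, quantile normalization 35, the total gene signal 17, median scaling 4 and the authors' table 1 with either test, and leaving out arrays 3 to 6. Relative to the shifted median, scaling to all probes gave 18 raised and 2 lowered. Of 3 raised by bicuculline, the total gene signal gave 15, scaling to all probes and median scaling 5 each, and detection on all 9 arrays 1, and leaving out arrays 2 to 6. Of 3 lowered, the total gene signal gave 48, no scaling 21 and the authors' table 0 with either test, and leaving out arrays 4 to 8. Without scaling the bicuculline median shifted by -0.17. Of 2 raised by both, the total gene signal gave 5, quantile normalization and no scaling 1 each, and scaling to all probes, the mean of all probes, the authors' table with either test and detection on all 9 arrays 0, and leaving out arrays 0 to 2.

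The list of 19 rose by 1.53 under NMDA. It rose by 2.47 with the total gene signal, 2.07 with a floor at 0.5 of the main one and 0.71 with the authors' table, and by 1.42 to 1.69 with arrays left out. Under bicuculline it was -0.05, and -0.11 to 0.01 with arrays left out. miR-212 under bicuculline kept its direction but lost its call with quantile normalization (1.93), the total gene signal (2.14), no filter and the methods' t-test (1.98 each) and the authors' table with that test (0.90). It ranged from 1.62 to 2.27 with arrays left out, and lost its call without bicuculline replicate 1 or 2. miR-132 at 0.64 was called only under the replicate block, and ranged from 0.50 to 0.76 with arrays left out. miR-689 at 3.25 lost its call with no filter (3.25) and the authors' table with the methods' t-test (2.39), and ranged from 2.91 to 3.54.

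Some small changes under NMDA turned sign. Scaling to all probes gave -0.40 for let-7b, -0.42 for miR-124, -0.093 for miR-212 and -0.33 for miR-132, each within the shift of all miRNAs. Median scaling gave -0.017 for let-7b and -0.033 for miR-124, and the mean of all probes -0.0011 and -0.0083. With arrays left out, let-7b ranged from -0.040 to 0.079, miR-124 from -0.027 to 0.042, miR-212 from -0.059 to 0.59 and miR-132 from -0.055 to 0.21.

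The replicate block changed the calls of miR-132 under bicuculline and miR-709 under NMDA (limma adjusted p 0.0040) among the miRNAs named, and no other. With the slide as a block, miR-132 was at 0.60 and not called (limma adjusted p 0.703) and miR-709 was called (0.0094), and replicate number and slide overlap in part. Between NMDA and bicuculline, arrays of the same number had correlations of 0.60, -0.02 and 0.71, of which the second is between arrays on different slides. Arrays of different numbers had lower ones, from 0.25 to 0.44 on the same slide and from -0.80 to -0.30 on different slides. The negative values are partly built in, since deviations from a group mean cancel over the group's arrays. These few pairs leave open whether the numbers pair the arrays, and the block gave 17 calls. No level could be set for 13 of the 20 individually named miRNAs, nor for miR-212 under bicuculline, with detection on all 9 arrays. Signal over background limits what can be measured of the listed miRNAs, since only 4 of the 19 were well above background on every control array.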

Differences from the paper's values

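Both sets of fold changes are linear. A setting is said to reach the paper's value where its fold and the paper's were within 1.5 times of each other. For miR-689 under NMDA the paper's fold change is 5.24 and the scanner signals gave 9.54. Among the alternatives set before the data were examined, the authors' table (5.24), scaling to all probes (7.11) and leaving out control replicate 1 (7.50) reached it, and the other settings did not. For miR-1895 (paper 1.87, here 3.64), miR-494 (paper 1.35, here 2.22) and miR-1897-5p (paper 1.30, here 2.21), the authors' table and scaling to all probes did so and the others did not. For miR-574-5p (paper 2.38, here 8.75) and miR-671-5p (paper 1.73, here 5.04), the authors' table and the total gene signal did so. For miR-1187 (paper 2.21, here 6.24), miR-690 (paper 2.12, here 6.37), miR-1904 (paper 1.30, here 2.71) and miR-212 under bicuculline (paper 1.86, here 3.96), the authors' table alone did so. Scaling to all probes put the median log2 fold change of all miRNAs at -0.43 for NMDA, so its lower folds go with a shift of all miRNAs. In the authors' table that median was -0.053, so reaching the paper's values by this scaling does not show how the authors scaled. The folds of miR-1187 and miR-690 are set by the floor, at which all their control levels lie, and were 11.5 and 9.63 with a floor at 0.5 of the main one. normexp on the median signal with outlier spots left out of the fit, chosen after seeing the data, reached the paper's value for miR-689 (7.16), miR-1895 (2.58), miR-494 (1.79), miR-1897-5p (1.58), miR-1904 (1.73) and miR-212 (2.41) and not for the other 4. Fitted to all spots, also chosen after seeing the data, it was within 1.5 times of the paper's value for all 10, but that fit failed on control replicate 3, and miR-1897-5p at 1.00 and miR-1904 at 1.05 then hardly rose.

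For the 5 listed miRNAs well above background on no control array but on all 3 NMDA arrays, lower bounds are over 1.5 times the paper's folds. They are 5.62 for miR-467f (paper 1.79), 2.94 for miR-466i (paper 1.50), 3.88 for miR-714 (paper 1.34), 3.27 for miR-466f-3p (paper 1.28) and 2.19 for miR-705 (paper 1.28). These bounds use each control array's own lowest signal well above background. Against the common floor the fold of miR-705 was 1.89, within 1.5 times of the paper's, and the folds of the other 4, between 2.54 and 4.86, were not. Folds of the levels, which are no bounds, were within 1.5 times of the paper's for all 5 in the authors' table, for miR-466i (1.79), miR-714 (1.52), miR-466f-3p (1.39) and miR-705 with the mean of all probes, for miR-466i (2.23) and miR-705 (1.66) with scaling to all probes, and for miR-705 with median scaling, quantile normalization and each array left out except NMDA replicate 1. Of the settings chosen after seeing the data, normexp was so for miR-466i (2.11) with outlier spots left out of the fit, and for all 5 with the failed fit to all spots. The total gene signal, no scaling and the lower floor were so for none.

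The paper states that the sets raised by the treatments share no miRNA. On the scanner signals miR-212 and miR-188-5p passed the 20% mark under both treatments. For NMDA miR-212 was at 1.24-fold with a limma adjusted p of 0.991. miR-188-5p had log2 fold changes of 0.34 for NMDA (limma adjusted p = 0.991) and 0.32 for bicuculline (limma adjusted p = 0.999). In the authors' table, with scaling to all probes, with the mean of all probes and with detection on all 9 arrays, and with normexp with outlier spots left out of the fit, chosen after seeing the data, 0 miRNAs were raised by both.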

Other observations

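The tests of the offset and of neighbouring genes were chosen after the results were seen. The other tests were set before the data were examined.

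For the rise of the 19 listed miRNAs on the NMDA arrays, a higher background is argued against, since negative control spots changed by -0.47% of the array scale while the smallest rise among the 19 was 5.95%. These signals are background-subtracted. Before subtraction the negative control spots had medians of 251 and 256 intensity units on the NMDA arrays of slide 1 against 270 and 302.5 on its control arrays, and 113 against 107 on slide 2. The list rose less with another background correction, by 1.201 with normexp with outlier spots left out of the fit (exact permutation test, p = 0.1). It rose by 0.52 (exact permutation test, p = 0.4) with the fit to all spots, which failed on control replicate 3, so this value does not decide. The median of 38 viral miRNAs changed by -0.0036%, although mcmv-miR-M87-1 did rise. Dim probes did not rise as a set, since 181 mouse miRNAs outside Table 1 matched on control signal had a median change of -0.14%. This median cannot exclude a rise of some dim probes, and some outside Table 1 did rise. Among them, named after their values were seen, miR-706, miR-483 and miR-669n were well above background on 2 NMDA arrays and 0 bicuculline arrays. Their signals were 1.201%, 2.72% and 3.68% of the scale in control neurons and 11.5%, 7.61% and 7.01% after NMDA. Without scaling the list still rose by 1.66 on the log2 scale, which argues against the scaling. With 1 NMDA array left out the smallest rise was 1.42, which argues against a single array. NMDA and control arrays were split alike over the slides, so a slide effect common to both cancels by design. The smaller within-slide rise was 1.48, and slide 2 held only 1 NMDA and 1 control array. GC content of the probes was not tested. From the arrays alone NMDA treatment may account for the rise as a hypothesis, but the open question of other RNAs binding these probes was not tested. For miR-689, miR-690, miR-709 and miR-1187 the paper also reports a rise after NMDA by PCR, a separate assay. It further reports that glutamate did not change them when NMDA receptors were blocked. The other listed miRNAs have no such PCR in the paper.

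Chance could not be excluded from splits of the arrays, since 3 against 3 gives 10 splits. For NMDA, 1 of 10 splits, the real one, gave as many calls, and the 9 others gave 0, including those that part all pairs of replicate numbers. For NMDA against bicuculline it was 1 of 10, with 16 calls, but the split that follows the slides gave 8, and with the slide as a block limma called 18. For bicuculline it was 2 of 10, and the second is the split that follows the slides. With the slide as a block limma still called 1 miRNA for bicuculline, miR-212, but only just, at a limma adjusted p of 0.0498.

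The fold changes were smaller in the authors' table than in the scanner signals. A candidate explanation is an offset left in the authors' values, whose viral probes had a median of 6.96 on the log2 scale. For miR-1895, miR-494 and miR-689, the called miRNAs measured on all 6 arrays, the median log2 fold change was 0.91 in the authors' table, 1.86 in the scanner signals and 1.53 after the median of the viral probes was subtracted from the authors' values on the linear scale. The gap narrowed but did not close, and 3 miRNAs cannot settle it.

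Genes next to each other were asked about with the GRCm38.p6 gene order. Only 15 of the 19 listed miRNAs (78.9%) had a gene there, so the check is void. The 3 measured neighbours, miR-323-3p, miR-329 and miR-543, all within 4 genes of Mir494, had a median log2 change of -0.032 under NMDA.

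The control miRNAs of the paper changed little under NMDA on the arrays, with log2 fold changes of 0.02 for let-7b (standard error 0.09), -0.17 for miR-9 (standard error 0.16) and 0.0040 for miR-124 (standard error 0.08). That of miR-9 stayed negative with each array left out in turn, between -0.27 and -0.0017. The directions of let-7b and miR-124 are not stable. let-7b and miR-124 turned negative with scaling to all probes and with median scaling, which put the median of all miRNAs at -0.43 and -0.048, and with the mean of all probes, where they were -0.0011 and -0.0083. miR-9 was 0.18 with normexp fitted to all spots, a fit that failed on control replicate 3, and -0.17 with outlier spots left out of it.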
